# Variation of Gene Expression Associated with Colonisation of an Anthropized Environment: Comparison between African and European Populations of *Drosophila simulans*

**DOI:** 10.1371/journal.pone.0079750

**Published:** 2013-11-18

**Authors:** François Wurmser, Tristan Mary-Huard, Jean-Jacques Daudin, Dominique Joly, Catherine Montchamp-Moreau

## Abstract

The comparison of transcriptome profiles among populations is a powerful tool for investigating the role of gene expression change in adaptation to new environments. In this study, we use massively parallel sequencing of 3′ cDNAs obtained from large samples of adult males, to compare a population of *Drosophila simulans* from a natural reserve within its ancestral range (eastern Africa) with a derived population collected in the strongly anthropized Rhône valley (France). The goal was to scan for adaptation linked to the invasion of new environments by the species. Among 15,090 genes retained for the analysis, 794 were found to be differentially expressed between the two populations. We observed an increase in expression of reproduction-related genes in eastern Africa, and an even stronger increase in expression of Cytochrome P450, Glutathione transferase and Glucuronosyl transferase genes in the derived population. These three gene families are involved in detoxification processes, which suggests that pesticides are a major environmental pressure for the species in this area. The survey of the *Cyp6g1* upstream region revealed the insertion of a transposable element, *Juan*, in the regulatory sequence that is almost fixed in the Rhône Valley, but barely present in Mayotte. This shows that *Cyp6g1* has undergone parallel evolution in derived populations of *D. simulans* as previously shown for *D. melanogaster*. The increasing amount of data produced by comparative population genomics and transcriptomics should permit the identification of additional genes associated with functional divergence among those differentially expressed.

## Introduction

The regulation of gene expression is a major, yet still poorly understood, contributor to phenotypic plasticity and adaptation to changing environments [1], [2]. Its direct and strong influence on phenotypes makes expression a major target of natural selection [3]. Large scale technologies such as microarrays and more recently RNA-seq have allowed the development of whole transcriptome comparisons of natural populations to comprehensively identify changes in expression potentially linked to adaptation [4], [5]. A diversity of organisms has been studied in this context [6]–[12].

Large scale measures of expression can also be a phylogenic marker under a neutral hypothesis, as suggested by [13]. However, such an approach is clearly limited by the plastic nature of gene expression. Overall, studies of gene expression divergence between taxa have shown a role of two major forces: local adaptation to the environment and sexual selection [8], [12], [14], [15].

The role of the environment in shaping expression patterns has been well illustrated in several studies. Oleksiak et al. [6] showed that sympatric populations of *Fundulus heteroclitus* and *F. grandis* exhibited a similar expression pattern, strongly contrasting with an allopatric *F. heteroclitus* population living in cold water. Similarly, a study on the Atlantic salmon focused on expression changes induced by environmental conditions. The authors released domestic animals into the wild and recaptured the progeny for their study, thus examining the consequences of environmental differences. They identified changes linked to water clarity and salubrity [11]. Evans et al. [16] explored changes related to salmon physiology during migration and identified a broad-scale transcriptional regulator, significantly predictive of survival. In *D. melanogaster*, Hutter et al. [10] and Muller et al. [12] found putatively adaptive differences in gene expression comparing an African and a European population. The species originates from Africa. They conclude that the patterns observed could be explained by a mutation-selection balance model. Recently, two latitudinal clines have been described in *D. melanogaster*, with allelic frequency changes and *cis*-regulation evolution [17], [18]. Parallel evolution on different continents is a strong evidence that these observations are caused by natural selection. Using Next Generation Sequencing, Kolaczkowski et al. [19] found evidence for major changes between a tropical and a temperate population, notably in regulatory regions.

A search for potentially recent adaptation to a newly invaded environment was permitted by our choice of *Drosophila simulans*, a close relative of *D. melanogaster*, which has also spread in environmentally contrasted areas. It will be interesting to assess whether *D. simulans* is showing parallel evolution due to similar environmental differences. This generalist species originates from eastern Africa, around Kenya/Madagascar [20]–[23]. It separated from *D. melanogaster* about two to three million years ago [20], [24], [25], and from its two sister species *D. sechellia* and *D. mauritiana* about 250 000 years ago [25], [26]. The worldwide spread of *D. simulans* is thought to be more recent than that of *D. melanogaster* [21]. The recentness of the invasion first led to the idea that *D. simulans* was only slightly structured, an idea originally supported by allozyme based studies [27] as well as morphometric data [28]. This pattern contrasts with what has been shown later by studies on DNA sequence variation. Using microsatellite markers, Schfl and Schlterrer [29] showed geographic structure between southern Africa and the cradle of the species. This pattern was confirmed on nuclear loci [30]. Overall, *D. simulans* shows little population structure within its presumed ancestral range (Kenya, Tanzania, Madagascar and Mayotte), while derived populations from southern or western Africa, Europe, the Middle East, North or South America show more structure [29]–[33]. Here, we examine transcriptome variations in relation to the out of Africa migration of *D. simulans*, to search for potentially recent adaptations to the newly invaded environment.

A previous study using microarrays revealed few differences between three African populations and a French one [34]. Here we used next generation sequencing as a powerful tool to examine whole transcriptome differences between a derived European population from a temperate agricultural area in the Rhône Valley (Gotheron) and an African population from a natural reserve in Mayotte, within the ancestral Afrotropical range of the species. Mayotte’s agriculture is still highly traditional, with very small parcels, and a rare use of chemicals. We sampled large populations (100 individuals per replicate) at each location to broaden our assessment of the transcriptome on a population scale.

## Methods

### Fly Collection

Adult flies were collected directly from their natural habitat, using both traps and butterfly nets. Flies from the Rhône Valley were captured in September 2009 (close to the annual population density peak of the species [35]) in an untreated apple orchard (surrounded by regularly treated parcels) located at 44°58′20″N latitude and 4°55′39″E longitude. INRA graciously provided us access to their field for collection of the French population. Flies from Mayotte were captured in November 2009 in a clearing in mid-height of the main island, located at 12°48′25″S latitude and 45°9′12″E longitude in November. In Mayotte, the collection was done in the wild and did not require specific authorisation. The species is cosmopolitan and neither endangered nor protected. For each location, we started 200 isofemale lines as follows: each wild-caught female was introduced into an individual vial containing either axenic medium (100 lines) or the local natural resource (100 lines), i.e. apple for Gotheron, banana for Mayotte. Flies were reared at 25°C. First generation offspring males (G1) were collected at emergence and placed in vials for aging during 5 days on the same medium as parents. Each vial contained a maximum of 25 flies. Males were then instantly frozen at −80°C (see Figure 1 for experimental design).

**Figure 1:**
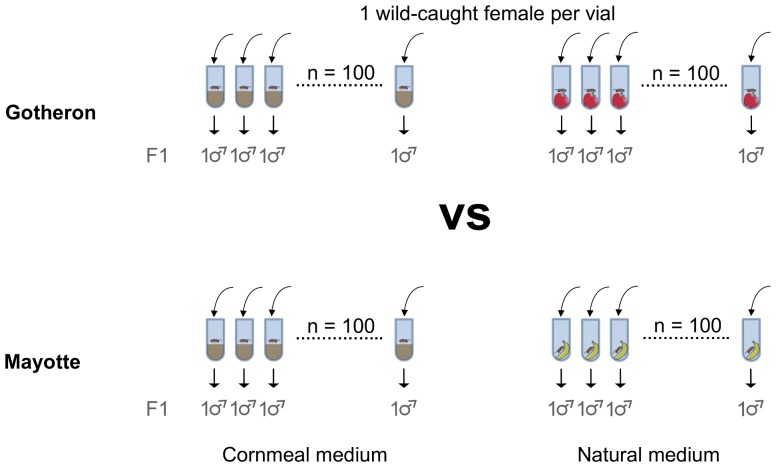
Experimental design. Each replicate involved a hundred males each from a wild-caught female. We sequenced two replicates per population, one from a cornmeal medium, and the other from a natural medium.

#### RNA extraction

For each location and culture medium, RNA was extracted separately from four pools of 25 G1 males, each from a different isofemale line. RNA was extracted using Nucleospin RNA II kit from Macherey-Nagel according to manufacturer’s instructions, and checked for concentration and quality using both Nanodrop (Thermo Scientific) and microchip electrophoresis (Experion, Bio-Rad). For each population and culture medium, the four RNA extracts obtained were pooled, thus providing two replicates per population for sequencing. RNA was precipitated in 100% ethanol for transport.

#### Library preparation and sequencing

Library preparation and sequencing were performed by the biotechnological company GATC Biotech (GATC inc.). From the total RNA samples, poly(A) RNA was prepared, and was then used for cDNA synthesis. cDNA was synthesized using an oligo(dT)-linker primer and M-MLV H reverse transcriptase for first strand synthesis. The reaction conditions were chosen such that the length of the first-strand cDNAs was ranged from a 100 to 500 nt. For Illumina sequencing, the cDNAs ranged from 250 to 450 bp were eluted from preparative agarose gels. Library quality was verified on the Shimadzu MultiNA microchip electrophoresis system. 3′cDNA sequencing was performed on Illumina Genome Analyzer according to manufacturer’s instructions (the technique used is thus 3′Digital Gene Expression). Fragment length was 34 bases. All data are available in the Gene Expression Omnibus database under the accession number GSE49127.

#### Mapping

The selection of 3′UTRs prior to sequencing allowed us to significantly enhance the depth of quantification. Low quality sorting and adapter trimming was done using seqclean software (options: -v -l 32 -y 7 -x 90). Mapping was performed by GATC Biotech using ELAND software supplied by Illumina, using 32 kmer and allowing up to two mismatches (6.25% error rate). We chose to map the sequences first to the *D. melanogaster* genome, and only secondly, for those of the sequences that did not map at the first step, to the *D. simulans* genome. This double mapping strategy was chosen since the genome of *D. simulans* is not as well annotated and assembled as the genome of *D. melanogaster*. Reads mapped to *D. simulans* were reassociated with their *D. melanogaster* ortholog to simplifiy the analysis (notably the Gene Ontology analysis). Flybase orthology was verified using a divergence analysis, and was checked/corrected with best reciprocal Blast [36] when necessary (divergence>21%, corresponding to 93% alignment of randomly associated genes). Short reads may result in a poor mapping for highly diverged sequences. For that to affect our results, there needs to be a strong divergence between the two populations, so that there is a differential efficiency in mapping. Short reads are fine up to 3% divergence for expression analysis [37]. Very few genes will display that level of divergence difference from the reference genome [30], and thus this bias should be minimal.

#### PCR and transposon assessment protocol

We performed a long PCR using the Phusion enzyme from Finnzymes, following manufacturer’s instructions. We also designed a triplex PCR, with two primers flanking the insertion site, and one primer inside the transposon. The primers were designed so that without insertion, the fragment would be 300 bp long, whereas in the presence of the element, the amplified fragment would be 600 bp long. We used the Gotaq enzyme from Promega. All heterozygotes along with two homozygotes of each category were verified by Sanger sequencing on an ABI 3130.

#### Statistical analysis of differential expression

Bacterial contamination of the natural medium in Mayotte led us to exclude 268 immunity related genes from the analysis, in order to focus on more relevant gene categories. These genes were selected according to their Gene Ontology association, and excluded from the analysis prior to statistical analysis.

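The deposited values list 15358 genes, more than the 15090 the paper assessed. The difference equals the number of immunity genes that the paper left out, so these genes may all still be listed. Identifiers were not paired with gene names here, so the immunity genes could not be told apart from the others. Every listed gene was tested. Genes called here can therefore include immunity genes. Genes with a normalised count of at least 10 in 1 library, and at least 4 times the highest of the other 3 libraries plus 1, numbered 19 in the Mayotte natural library. There were 2 in the Mayotte cornmeal library, 8 in the Gotheron cornmeal library and 3 in the Gotheron natural library. With 1 library for each population and medium, these counts have no replicate check.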

In the recent literature, several articles advocated the use of overdispersed or extended Poisson distribution procedures for the analysis of NGS data [38]–[40]. These procedures take into account both the discrete (counting) and overdispersed nature of the data to be handled. In the present paper, we performed a 2 step analysis, under the following hypotheses:

- most of the genes are non differentially expressed (NDE),
- genes with similar mean expression levels have similar dispersion levels.

In the first step, a gene-by-gene analysis is performed using the following overdispersed Poisson model:
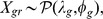
where 

 is the observed expression of gene 

 for replicate 

, and 

 and 

 are the mean and dispersion parameters associated with gene 

, respectively. Note that in this model the mean expression level 

 does not depend on the condition, which is relevant for most genes under hypothesis (i). All four replicates may then be used to obtain an estimate 

 of the dispersion parameter 

. For NDE genes the variance is unbiasedly estimated, while it is over-estimated for DE genes. Under hypothesis (ii), a more robust estimation 

 of 

 can be obtained using a Loess local estimation of 

 on genes with similar average expression levels. Figure 2 (left) displays the dispersion parameter as a function of the mean expression of the genes, along with the Loess curve of estimates 

 (in purple). The Loess is very close to the quadratic curve (in blue) that corresponds to the quadratic relationship between mean and variance of the overdispersed Poisson that is usually assumed in many alternative procedures [39], [41].

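The dispersion of each gene was computed as the Pearson statistic around 1 mean over the 4 libraries. For the 4137 genes with a mean normalised count from 10 to 100, the median dispersion was 1.97, against a median of 1.82 on the Loess curve and 1.75 on the quadratic curve. For the 6010 genes from 100 to 1000 the medians were 5.16, 4.81 and 5.39, and for the 1378 genes from 1000 to 10000 they were 38.7, 29.4 and 28.2. For the 2430 genes from 1 to 10 they were 1.17, 1 and 0.887. For the 172 genes from 10000 to 100000 they were 422, 384 and 327. The Loess value was within 10% of the quadratic value for 57.1% of the genes, and the ratio of the first to the second ranged from 0.802 to 1.26. For the genes of Table S1, the dispersion computed here with the quadratic curve was 1 to 1.02 times the dispersion the paper lists, and with the Loess curve 0.888 to 1.26 times.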

**Figure 2:**
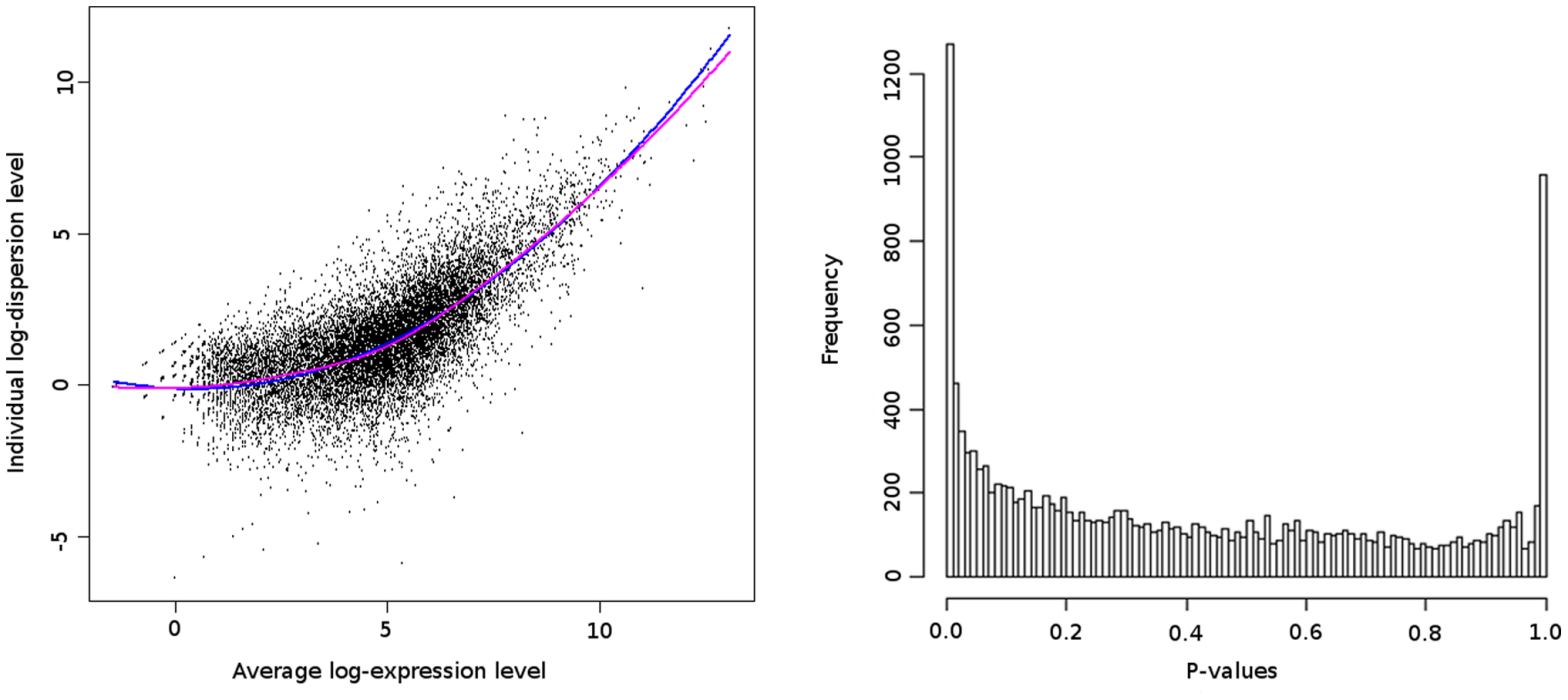
Left: Local estimation of dispersion. Dispersion parameter estimates 

 as a function of the mean expression 

 (log-scale). Each point corresponds to a gene. The purple and blue curves represent the Loess and Quadratic Regression estimates, respectively. **Right:** Histogram of the p-values for the G vs M comparison.

In the second step, a gene-by-gene analysis is performed using another overdispersed Poisson model:
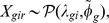
where 

 is the observed expression level of gene 

 in condition 

 for replicate 

, 

 is the mean expression of gene 

 in condition 

, and 

 is the dispersion parameter estimated in the previous step. Likelihood Ratio Tests (LRT) can then be performed to test the population effect “Gotheron vs Mayotte” using the following contrast:

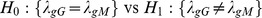
and obtain p-values. Figure 2 (right) displays the p-value distribution corresponding to these tests. The excess of values on the right of the histogram is due to the first step of the analysis that leads to an slight overestimation of the dispersion parameter (since most but not all genes are non DE). Importantly, as mentioned in [41], this overestimation decreases the power of the procedure, but does not affect the control of Type I error. Once the p-values are obtained, a classical BH correction [42] is performed to control the FDR (FDR = 0.05).

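The p-value of each gene was computed with a Wald test of the log ratio of the population means. This form was chosen because, from the expression levels and dispersions the paper lists in Table S1, the Wald chi-square fell within 1% of that of the listed p-value for 758 of the 762 genes with a listed p above 0. The likelihood ratio chi-square did so for 0 of them, with a median of 1.06 times the listed one. Over the 15358 genes of the deposited values, 1313 had a p-value below 0.01, where a uniform distribution would give 154. With the likelihood ratio test 1495 genes did.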

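In the Wald test 1119 genes had a p-value above 0.99. Of these, 896 had no read in either library of 1 population, and no other gene tested was in that state. A log ratio has no finite standard error for such a gene, and its p-value was set to 1 in this computation. Their median total was 1 read over the 4 libraries. Of the 14462 genes with reads in both populations, 223 had a p-value above 0.99, where a uniform distribution would give 145. When the dispersion was computed within each population instead of around a common mean, 185 of them did. With the likelihood ratio test at the common-mean dispersion, which cannot give a p-value near 1 for a gene without reads in 1 population at the dispersions used, 223 genes in all had a p-value above 0.99. The paper attributes the excess on the right of its own histogram (Fig. 2) to an overestimated dispersion.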

#### Consistency filtering of differentially expressed genes

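Whether the population difference of the cornmeal libraries differed from that of the natural libraries was tested in each gene, as the deviance of the model without an interaction of population and medium over the Loess dispersion. This test was chosen after the data were seen. Each population and medium has 1 library, so the test cannot tell an effect of the medium from a single unusual library. At a Benjamini-Hochberg adjusted threshold of 0.05, 78 genes passed, and in 64 of them the population difference had opposite signs in the 2 pairs of libraries. Under TMM scaling 121 genes passed. The highest value was in the Mayotte natural library for 42 of the 78 genes, in the Gotheron natural library for 17, in the Gotheron cornmeal library for 10 and in the Mayotte cornmeal library for 9. On simulated values in which 50 genes had an 8-fold change in 1 library, the test called all 50 and also 28 other genes. Simulated genes of equal mean had the same dispersion, so the 28 can understate errors in the data. When the libraries were split by medium instead of population, 188 genes passed the threshold and 111 of them had both libraries of one medium above both of the other. The third way to split the 4 libraries into 2 pairs gave 127 and 57. With limma 0 genes passed in either split, with 287 genes at an unadjusted p under 0.05 for the medium and 139 for the third split. Each group of these splits holds 1 library of each population, and the fits had no term for population. The population difference therefore counted as spread, so the 0 does not argue against an effect of the medium.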

Because a particular food medium may have a strong interaction with a small subset of genes, we applied a consistency filter. For genes overexpressed in Gotheron, we checked whether both replicate were consistently greater in Gotheron than in Mayotte. We did the same for genes overexpressed in Mayotte. 50 genes were filtered out, while 794 genes remained after filtration.

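From the deposited values, 61 genes were filtered out, 25 with the higher mean in Gotheron and 36 with the higher mean in Mayotte. In 36 of the 61 the difference between populations had opposite signs in the 2 media. The highest value was in the Mayotte natural library for 25 of them, in the Gotheron natural library for 18, in the Mayotte cornmeal library for 10 and in the Gotheron cornmeal library for 8. Of all genes tested, 6781 (44.2%) had both libraries of one population above both of the other, where chance gives 33.3%. This share was taken in the deposited scaling only. There the median log2 difference of Gotheron minus Mayotte was 0.124 over 12508 genes, and a shift of most genes raises the share by itself.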

#### Statistical analysis of gene clustering

In order to test whether differentially expressed genes were clustered on the genome, we estimated the distribution of the average closest distance between 844 random genes from 10,000 Monte Carlo runs, assuming no clustering. We then compared the observed mean distance to this distribution and estimated the probability of observing an equal or shorter mean distance under the null hypothesis 

: no clustering of differentially expressed genes.

#### Gene ontology

We examined lists of differentially expressed genes using FuncAssociate [43], an online tool looking for under/over-representation of ontology terms.

## Results and Discussion

We compared the transcriptome profile of an Afrotropical and a temperate European population of *D. simulans*. 

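Whole-body RNA of adult males was sequenced in 4 libraries, 2 from Gotheron in the Rhône Valley and 2 from Mayotte. In each population 1 library came from flies reared on cornmeal medium and 1 from flies reared on a natural medium, which was apple in Gotheron and banana in Mayotte. The medium therefore tells the replicates of a population apart, and here the cornmeal library is replicate 1 and the natural library replicate 2. Each library was made from 100 males, as 4 RNA pools of 25 males. Flies were reared at 25°C. The methods give 5 days of aging before extraction and the sample labels give 7. The authors sequenced the 3′ end of the cDNA, a digital gene expression design in which each transcript gives reads from its end alone, so that counts do not grow with gene length. They mapped 32-mers of the 34-base reads, with up to 2 mismatches, to the D. melanogaster genome and then mapped the remaining reads to the D. simulans genome. They deposited a normalised count for each gene in each library. In each library, every value is a whole multiple of the smallest nonzero value, within 0.01 of a whole number. That smallest value is 1.013 and 0.9967 in the Gotheron cornmeal and natural libraries, and 1.023 and 0.9698 in the Mayotte cornmeal and natural libraries. The values of each library sum to 10052291.25, so they are read counts multiplied by 1 factor per library that makes the totals equal. Divided by that factor, they give 9927634 reads on the listed genes in the Gotheron cornmeal library, 10086027 in the Gotheron natural library, 9829895 in the Mayotte cornmeal library and 10365609 in the Mayotte natural library. In the Gotheron natural library the factor is so close to 1 that a check of the values, which guards against rounded numbers, did not accept its reads as recovered, and the count tests reported do not use this library. Intervals for the ratios of single genes do use its reads. The deposited values of all 4 libraries were analysed with the 2-step overdispersed Poisson procedure of the methods, and separately with limma on log2(normalised count + 1) for the 12508 genes with a mean of at least 5. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p below 0.33, so the p-values of both analyses rest on a spread shared across genes, apart from 1 alternative with a dispersion for each gene. The standard deviation across genes of the log2 difference was 0.517 between the Gotheron libraries and 0.434 between the Mayotte libraries. It was between 0.586 and 0.622 for a Gotheron library against a Mayotte library. The identifiers are not paired with gene names in the files, and none matched the reference table of assembly Prin_Dsim_3.1, so genes are given by identifier and the gene families were not analysed here.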

We used two replicates, each made up of a hundred first generation males from a hundred different females collected in the wild (Figure 1). We observed 495 genes overexpressed in Gotheron compared with Mayotte and 349 overexpressed in Mayotte compared with Gotheron. 

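Before the consistency filter, 862 genes passed a Benjamini-Hochberg adjusted threshold of 0.05 in the 2-step procedure, 504 with the higher mean in Gotheron and 358 with the higher mean in Mayotte. The adjustment was made over all listed genes. The split by direction turned to 383 against 561 under TMM scaling and 394 against 552 under median-of-ratios scaling, which was chosen after the data were seen. It was 448 against 454 with totals made equal without the 10 most abundant genes, also chosen after the data were seen. Without Mayotte replicate 1 it was 279 against 342 and without Mayotte replicate 2 it was 317 against 315. Without Gotheron replicate 1 it was 853 against 514, a total of 1367, and without Gotheron replicate 2 it was 859 against 306. With the dispersion taken within populations it was 1463 against 697, and with a dispersion for each gene and an F test 0 genes passed. With 2 libraries per population, that F test has too few residual degrees of freedom to pass genes after adjustment. Its 0 is therefore no sign that differences are absent. The adjusted p-values that the paper lists in Table S1 correspond to a Benjamini-Hochberg adjustment over 15138 tests with its last gene at rank 844.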

The differences lay essentially in detoxification genes.

### Mapping Reads to *Drosophila* Genomes

Sequencing produced about 30 million reads per replicate. About 15% of the reads were eliminated by quality filters. Of the remaining reads, about 65% were successfully mapped on the *D. melanogaster* genome and 20% were then mapped on the *D. simulans* genome. About 15% of the cleaned reads remained unmapped. We could then use about 20 million mapped reads per replicate. 

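The number of reads on the listed genes differed little between the libraries, but the share taken by the most abundant genes was higher in Mayotte. The single most abundant gene, FBgn0083473, which was singled out after its values were seen, took 2.16% and 1.72% of the reads in the Gotheron cornmeal and natural libraries and 3.35% and 5.09% in the Mayotte cornmeal and natural libraries. The 10 most abundant genes together took 8.18% and 7.55% in Gotheron and 10.6% and 12.3% in Mayotte. At least 1 read was counted for 14257 and 14403 genes in the Gotheron libraries and for 14390 and 14481 genes in the Mayotte libraries.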

We assessed expression for 15,090 genes, 12,716 with a *D. melanogaster* ID, and 2,374 with a *D. simulans* ID (with no *D. melanogaster* ortholog annotated and no significant result using reciprocal blast). According to Flybase release notes [44], the genome of *D. simulans* is composed of around 15,000 to 17,000 genes. We therefore have a good coverage of the genome, although it is likely that some genes are still described by two IDs, despite our efforts to get rid of this possible bias. However, we feel this problem remains marginal and affects mainly poorly annotated genes for which we will not be able to analyse the function anyway.

### Population Differentiation: a Mix of Drift and Local Adaptation?

Our analysis revealed 794 differentially expressed genes between the Gotheron population and the Mayotte population (Table S1). 

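In the deposited values 801 genes were differentially expressed after the consistency filter. Of these, 745 are listed in Table S1 and 56 are not, and 49 genes of Table S1 were not called. With limma, which estimates the spread within each population, 136 genes passed an adjusted threshold of 0.05, 135 of them listed in Table S1, and 1750 genes had an unadjusted p under 0.05. The count of the 2-step procedure was moved most by the way the dispersion was computed. It was 1970 with the dispersion taken within populations, and 0 with a dispersion for each gene and an F test, where 1209 genes had an unadjusted p under 0.05. The F test has 2 residual degrees of freedom per gene, so almost no gene could pass it after adjustment. Its 0 does not show that the differences vanish. Without Gotheron replicate 1 the 2-step procedure called 1354 genes. The count of limma was 1061 without Gotheron replicate 1, 942 without Gotheron replicate 2 and 58 without Mayotte replicate 2. Among the genes called by limma and consistent in all 4 libraries, the largest limma log2 fold change was in FBgn0186294, with a normalised count of 1.5 ± 0.693 (SD, n = 2) in Gotheron and 425 ± 123 (SD, n = 2) in Mayotte. Its log2 fold change of Gotheron over Mayotte was -7.41 (standard error 0.35, adjusted p = 0.00024 from limma with Benjamini-Hochberg adjustment). It had 3 reads in Gotheron and 850 in Mayotte, a ratio of 281 with a 95% Clopper-Pearson interval of 95.8 to 1360, which covers counting error only. FBgn0039472 had 2.01 ± 0.0225 in Gotheron and 190 ± 10.5 in Mayotte (log2 fold change -5.99, standard error 0.31, adjusted p = 0.00024 from limma). Its ratio, from 4 and 383 reads, was 94.9 with an interval of 36.8 to 350. Of the genes higher in Gotheron, FBgn0033729 had the largest limma log2 fold change, though FBgn0187447 had the larger ratio of means. FBgn0033729 had a normalised count of 89.2 ± 28.8 in Gotheron and 2.94 ± 2.71 in Mayotte (log2 fold change 4.68, standard error 0.55, adjusted p = 0.0087 from limma). The ratio from its 178 and 6 reads was 29.9, with an interval of 13.5 to 82.7. FBgn0187447 had 26.1 ± 11.1 in Gotheron and 0.485 ± 0.686 in Mayotte (log2 fold change 4.21, standard error 0.65, adjusted p = 0.030 from limma). With 52 reads in Gotheron and 1 in Mayotte, its ratio of 52.5 had an interval of 9.01 to 2110. The ratio of the means of this gene was 53.7, and 26.9 without Mayotte replicate 1. For FBgn0033729 it was 30.4, and 18.4 without Mayotte replicate 1 and 87.3 without Mayotte replicate 2. FBgn0033729 and FBgn0187447 did not pass the limma threshold when genes of low value were kept in the test or when 1 prior variance was used for all genes. The fold changes are on the log2(normalised count + 1) scale, which understates the change of genes with low values. Whether any of the 4 genes shares reads with a similar copy was not analysed here.

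**Figure D1:**
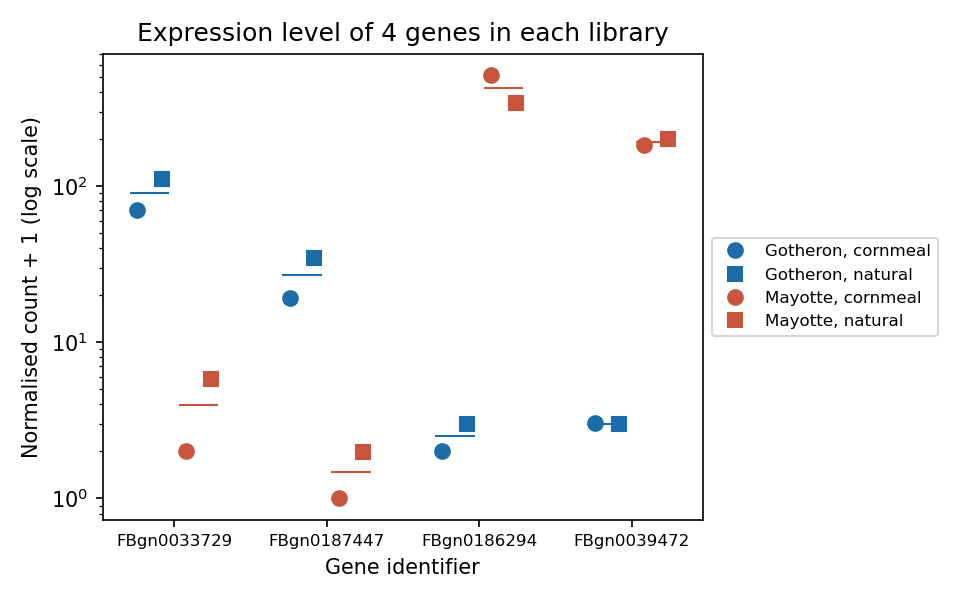
Normalised counts, plus 1, of 4 genes in each of the 4 libraries, on a log scale. Each point is 1 library and each horizontal line the mean of the 2 libraries of a population. Both Gotheron points lie above both Mayotte points for FBgn0033729 and FBgn0187447, and below them for FBgn0186294 and FBgn0039472.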

469 genes are overexpressed in France, while 325 are overexpressed in Mayotte. This difference may be due to the stronger positive environmental selection to which the French population is exposed. 

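Of the genes called from the deposited values, 479 (59.8%) were overexpressed in Gotheron and 322 in Mayotte. The median ratio of the population means was 1.89 in the first group and 2.01 in the second. Of the genes called by limma, 90 were higher in Gotheron and 46 in Mayotte. With limma the larger number stayed in Gotheron when a Mayotte library was left out, at 61 against 50 without Mayotte replicate 1 and 40 against 18 without Mayotte replicate 2. In the 2-step procedure it did not. That procedure then called 271 genes higher in Gotheron and 341 higher in Mayotte without Mayotte replicate 1, and 308 and 315 without Mayotte replicate 2. Without Gotheron replicate 1 it called 853 and 501, and without Gotheron replicate 2 it called 859 and 292.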

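The split between the populations changed with the scaling of the libraries. In the deposited values, which have equal totals, the median log2 difference of Gotheron minus Mayotte was 0.124 over the 12508 genes with a mean of at least 5, so most genes lay slightly higher in Gotheron. After TMM scaling, which sets the libraries level on the bulk of the genes, this median was -0.001, and 356 genes were called higher in Gotheron and 518 higher in Mayotte. Scaling by the median of ratios gave 365 and 507. With totals made equal over all but the 10 most abundant genes, the counts were 414 and 408. The last 2 scalings were chosen after the data were seen. Under all 4 scalings, the 2-step procedure called 356 genes higher in Gotheron and 322 higher in Mayotte. These equal the TMM count for Gotheron and the deposited count for Mayotte, the smallest of each direction. They come from different scalings, so they do not compare the directions. Limma called 65 genes higher in Gotheron and 63 higher in Mayotte under TMM scaling, and 49 and 43 under quantile normalization. With totals made equal over all but the 10 most abundant genes, limma called 56 and 38. From the larger number of genes overexpressed in France, the paper proposes a stronger positive environmental selection on the French population.

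**Figure D2:**
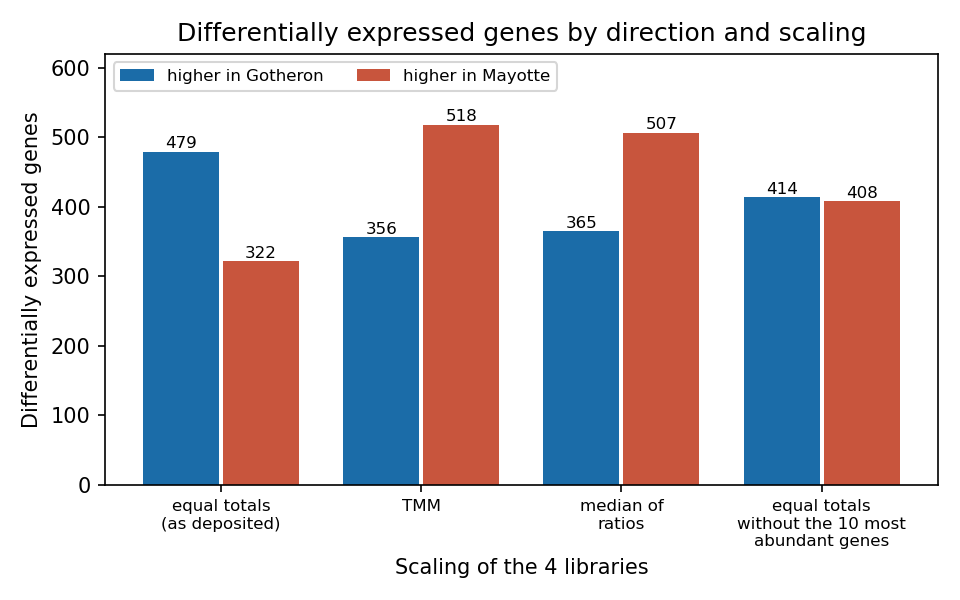
Number of differentially expressed genes of the 2-step procedure after the consistency filter, by direction, under 4 scalings of the same 4 libraries. Blue bars count genes higher in Gotheron and red bars genes higher in Mayotte. The blue bar is the taller one at equal totals (479 against 322) and the shorter one under TMM (356 against 518) and the median of ratios (365 against 507).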

Differentially expressed genes between populations may essentially reflect two phenomena: local adaptation, or stochastic differentiation between populations. Analysis of the molecular functions of genes helps differentiate between the two processes. We analysed the genes differentially expressed using Gene Ontology tools (FuncAssociate, [43]) to reveal overrepresented attributes.

#### Overexpression in mayotte: reproduction related genes

Among the 325 genes underexpressed in Gotheron compared with Mayotte, overrepresented Gene Ontology terms (Table 1) point to changes in reproductive process. Within the 30 differentially expressed genes involved in the process (some of these had only *D. simulans* IDs after automatic processing and therefore were not analysed via the gene ontology tool, but added manually because they shared the same annotated function), we mainly find genes encoding seminal fluid proteins (Figure 3), described as protease inhibitors. Many proteolysis regulators have been described in both male and female reproductive tracts in Drosophila, [45], which suggests they play an important role in male-female co-evolution. Their role is to prevent degradation of seminal fluid proteins by the female [46]–[48]. In fact, proteolysis modulates the function of male proteins in female post-mating response such as ovulation, sperm storage, egg-laying and sperm usage [49]. Protease may be a general regulatory switch used by males to quickly activate many female responses after mating. In *D. melanogaster*, males who produce and transfer larger quantities of seminal fluid proteins have a significantly higher reproductive success in a competitive environment [50].

**Figure 3:**
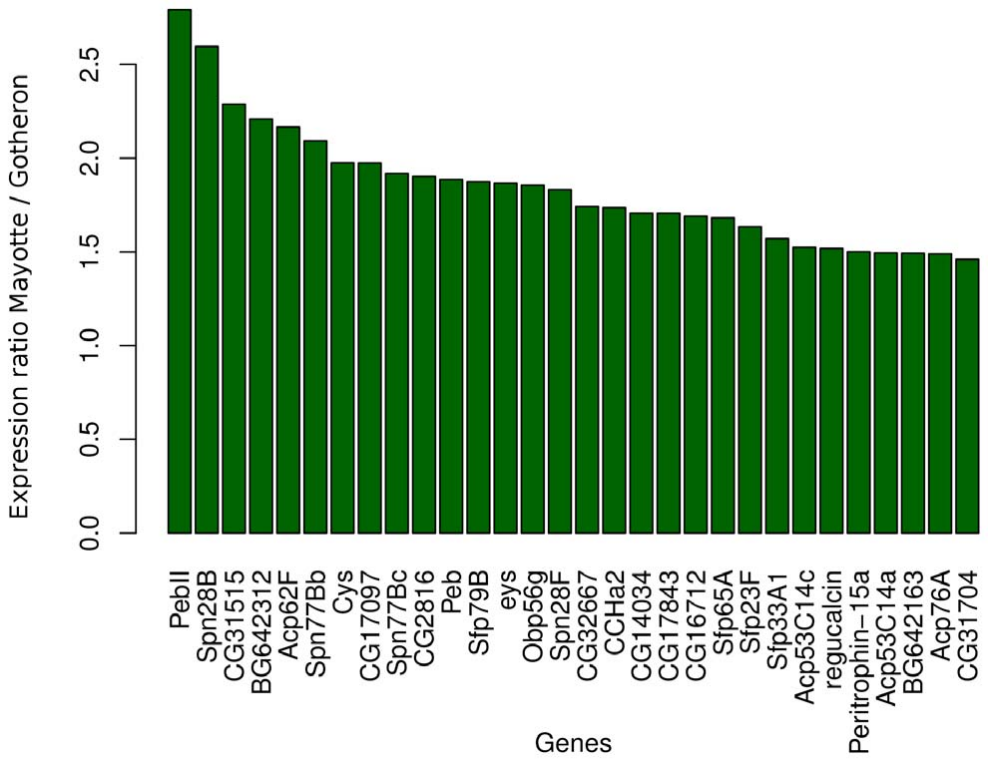
Fold ratio of differentially expressed reproduction-related genes. Barplot of the ratio of expression of Mayotte over Gotheron for reproduction related genes overexpressed in Mayotte.

**Table 1:** Gene ontology terms for genes overexpressed in Gotheron compared with France.

N	X	P-value	GO ID	GO term
15	75	3.11E-10	GO:0032504	multicellular organism reproduction
15	77	4.60E-10	GO:0000003	reproduction
18	145	1.63E-8	GO:0005615	extracellular space
18	250	4.60E-5	GO:0044421	extracellular region part

With N the number of genes with the term in the query; X the number of genes with the term in the genome; P-value of the significance of the overrepresentation of the term in query compared to genome, processed with FuncAssociate [43]; GO ID and GO term, respectively the identifier and the corresponding term of Gene Ontology.

The environment in Mayotte may be more reproductively competitive than in Gotheron, because it is less variable throughout the year, allowing persistence at higher density of the local drosophila population. Indeed, average monthly temperatures in Mayotte range from 24°C to 28°C while in the Rhône Valley, monthly temperatures range from 5°C to 23°C.

The overexpression of protease inhibitor genes revealed here in *D. simulans* males is consistent with differentiation of expression in the populations via sexual selection. Sexual selection creates strong positive selection for co-evolution of reproductive functions in populations and species of *Drosophila* [51], a phenomenon also described in other insects and mammals [45].

### Overexpression of Genes in Gotheron: Detoxification of Xenobiotics

Among the 469 genes overexpressed in Gotheron, fifteen gene ontology terms were significantly overrepresented (Table 2). A detailed analysis of the terms showed that three sets of genes, representing three gene families are described by the ontology terms. The first family is the Cytochrome P450 gene family. The second is the glutathione transferase (GST) gene family. The third is UDP-glucosyltransferases (UGT). All three families are involved in xenobiotic detoxification [52]–[56]. *Cyp6g1* is actually the only gene overexpressed in Europe in our study as well as in males and females of *D. melanogaster* [10], [12]. Why is there only one common gene? There might be several reasons. First, it is possible that *D. melanogaster* and *D. simulans* have adapted differently to their environment, and that their process of invasion did not involve the same set of genes (at least in terms of expression differentiation). The second hypothesis is that our European population from the Rhône Valley was more exposed to pesticides than the *D. melanogaster* populations collected from Leiden (Netherlands). This hypothesis does not seem likely, as both locations are surrounded by agricultural areas. However, the treatments could be very different in the two areas, since the Rhône Valley is mainly composed of fruit and vegetable fields, while Leiden’s agriculture is mainly flower plantations.

**Table 2:** Gene ontology terms for genes overexpressed in Gotheron compared to Mayotte.

N	X	P-value	GO ID	GO term
29	164	5.91E-13	GO:0009055	electron carrier activity
14	38	1.78E-11	GO:0004364	glutathione transferase activity
23	140	7.03E-10	GO:0020037	heme binding
18	85	7.45E-10	GO:0005792	microsome
18	85	7.45E-10	GO:0042598	vesicular fraction
23	141	8.12E-10	GO:0046906	tetrapyrrole binding
25	178	3.74E-09	GO:0016705	oxidoreductase activity, acting on paired donors, […]
54	666	9.25E-09	GO:0016491	oxidoreductase activity
26	201	1.06E-08	GO:0005506	iron ion binding
18	101	1.36E-08	GO:0005624	membrane fraction
18	104	2.20E-08	GO:0005626	insoluble fraction
14	62	2.46E-08	GO:0016765	transferase activity, transferring alkyl or aryl […] groups
18	107	3.49E-08	GO:0000267	cell fraction
10	34	1.72E-07	GO:0015020	glucuronosyltransferase activity
42	533	9.81E-07	GO:0055114	oxidation-reduction process

With N the number of genes with the term in the query; X the number of genes with the term in the genome; P-value of the significance of the overrepresentation of the term in query compared to genome, processed with FuncAssociate Berriz2003; GO ID and GO term, respectively the identifier and the corresponding term of Gene Ontology.

#### Chromosomal location of differentially expressed genes

We assessed clustering of differentially expressed genes using a Monte Carlo approach. Clustering of differentially expressed genes was non significant (p-value = 0.81 with 10,000 iterations). However, Cytochrome P450, GSTs and UGTs are highly clustered gene families [52], [54], [55]. This co-location raises the question of co-regulation of clustered genes. For example, five differentially expressed genes are located around the 10,760,000

 base of chromosome 2R (*Cyp6a17*, *Cyp6a23*, *Cyp6a20*, *Cyp6a21*, *Cyp6a8*). Within this cluster, are four other cytochrome genes, none of which is differentially expressed. Three hypotheses can explain this pattern. First, there is indeed co-regulation, but these genes also have their own regulation that counteracts the global regulation of the cluster. Second, these genes are co-localised merely for historical reasons (i.e. tandem gene duplication), but do not share common regulation. This hypothesis is favoured by the literature [57], although it does not exclude the first hypothesis. Third, there is coordinated change of expression within a cluster, but the power of our test could not detect differentiation of other genes of the cluster. The latter hypothesis can be ruled out: we checked expression for other genes in the cluster and our data clearly indicates that their expression is similar in both populations.

#### Glutathione transferase enzymes, an adaptation to local environment

The French population shows stronger expression than the Mayotte population for six Delta, six Epsilon and two Omega GSTs (Figure 4). In *D. melanogaster*, GST genes belong to a large family composed of 38 members [55]. These genes are assigned to different classes according to sequence homology and immunological reactions [53], [58]. Two of these classes, namely Delta and Epsilon GSTs, are insect specific and have undergone a major expansion via gene duplication. *D. melanogaster* has nine Delta and fourteen Epsilon functional GSTs [55]. Indeed, these two subfamilies have expanded their number independently in *D. melanogaster* and *Anopheles gambiae*. This suggests that these enzymes play a major role in the species adaptation to their environment. The multiplication of the gene copies should have expanded the range of targets GSTs are able to detoxify [59]. Our observation is consistent with the idea that adaptation within insect species also occurs via regulatory changes [7], [12], [60]. These genes are thus good candidates for expression adaptation due to the presence of xenobiotics (pesticides) in the environment.

**Figure 4:**
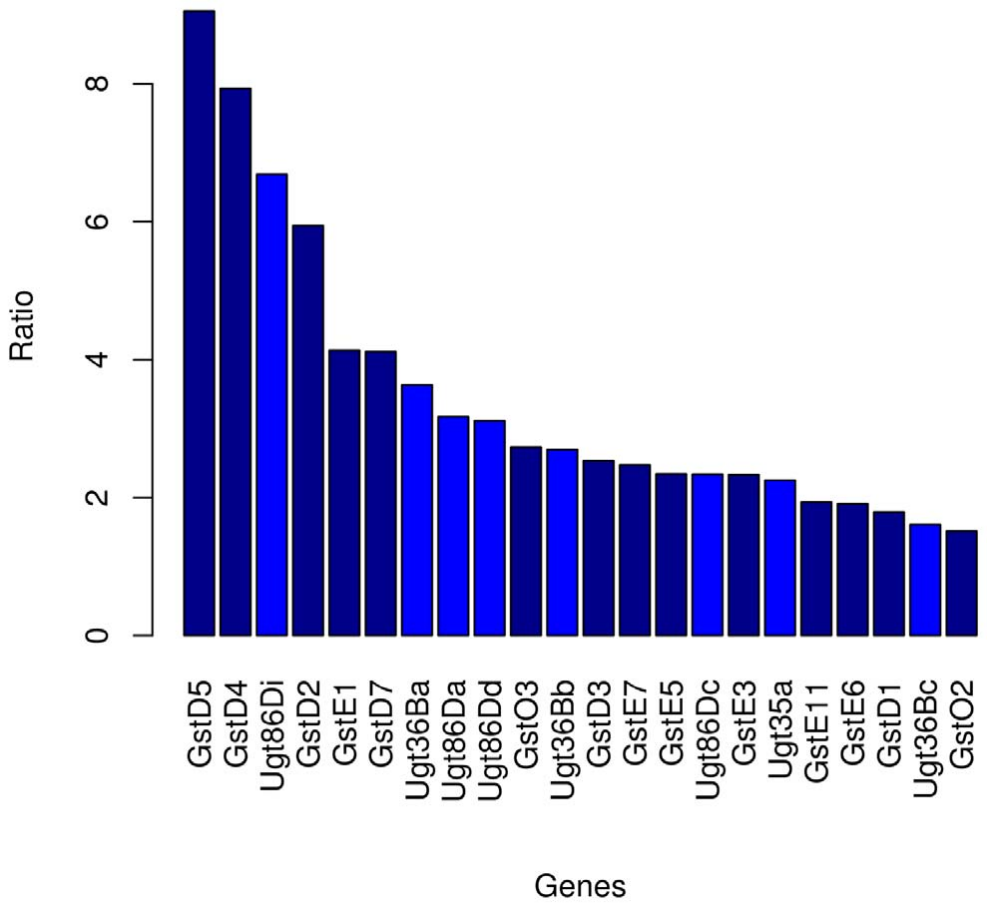
Fold ratio of differentially expressed GST/UGT genes. Barplot of the ratio of expression of Gotheron over Mayotte for Glutathione and glucuronosyl transferase genes overexpressed in the Rhône Valley.

#### Glucosyltransferase enzymes, detoxification of xenobiotics

In Gotheron, eight UGT genes were overexpressed. *D. melanogaster* presents about 33 UGT enzymes in its genome [54]. These enzymes also have a role in detoxification, although not well functionally characterised. As for GSTs, UGTs represent a likely adaptation to an anthropised environment. Their role in detoxification has been shown in the mosquito *Aedes aegypty* using artificial selection for pesticide resistance [61].

#### The Cytochrome P450 gene family suggests selection for pesticide resistance

Among the genes overexpressed in the population from the Rhône Valley compared with the population from Mayotte, 24 genes are Cytochrome P450 (Figure 5). Three additional genes have Cytochrome related functions (*CG2065*, *CG1319*, *CG18522*). P450 are among the genes with the highest fold ratio (7 out of the 10 leading genes), and all of them are key components of the detoxification machinery [44]. This family is composed of approximately 85 functional genes in *D. simulans* [52], [62]. It is a very pleiotropic gene family, with roles ranging from detoxification of xenobiotics to hormone regulation. For example, many detoxification genes of this family are underexpressed in the specialist species *Drosophila sechellia* compared with *D. simulans* [34], [63]. 

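Gene names are not paired with the deposited values, so the leading genes could be ranked but not assigned to a family. Among the genes called higher in Gotheron, the 10 leading ratios of the population means ranged from 53.7 to 13.2. The genes behind them had a median of 12.5 normalised counts, and 8 of the 10 had 10 or fewer reads in the Mayotte libraries together, so that a few reads set their ratio. Among called genes with a mean of at least 100, the 10 leading ratios ranged from 16.7 to 7.94, with a median of 624 normalised counts, and 2 of these genes were among the 10 leading genes without that minimum. With 1 added to each mean the leading ratios ranged from 22.9 to 9.78, and 7 of the 10 genes were shared. Of the 10 leading genes without a minimum, 5 passed the limma threshold, and of those with a mean of at least 100, 7 did.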

Specialisation reduces the diversity of toxins to which the species is exposed. Constraints on this gene family are thus relaxed, allowing a breakdown of expression [34], [63], as well as a large number of pseudogenisation [62], [64]. Although the drosophila we collected in the Rhône valley came from an orchard where pesticides are not used, the area is surrounded by fields where they are spread on a regular basis. It is likely that those genes have undergone genetic changes in regulation due to environmental constraints.

**Figure 5:**
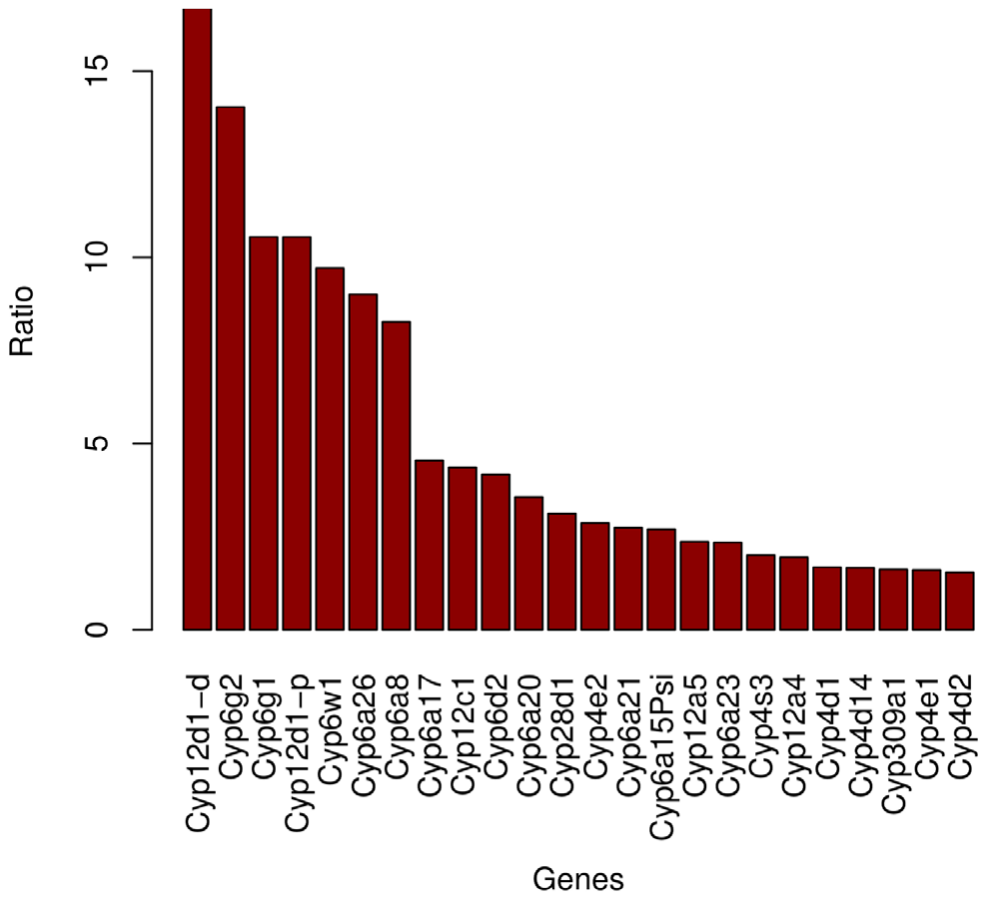
Fold ratio of differentially expressed CYP450 genes. Barplot of the ratio of expression of Gotheron over Mayotte for Cytochrome P450 genes overexpressed in the Rhône Valley.

#### Cyp6g1: a major player in the detoxification process

One gene consistently overexpressed (about ten times more) in the Gotheron population compared with the Mayotte population was *Cyp6g1*, a cytochrome gene located on the chromosome arm 2R. *Cyp6g1* is an emblematic gene. It has been thoroughly studied in *D. melanogaster*, where increased expression is strongly linked to broad pesticide resistance, including resistance to DDT [65], [66] which is considered a good marker of a general role in insecticide resistance [67]. The 10 fold ratio of expression between our *D. simulans* populations, argues for a major role in pesticide resistance in this species too.

We analysed the regulatory region of *Cyp6g1*, looking for a transposon insertion, as previously observed in an upregulated allele found in a Californian population [68]. A long PCR with primers flanking the regulatory region revealed an insertion polymorphism. Sequencing the beginning of the insert in several individuals from the French population, we identified a *Juan* insertion located 10 base pairs away from the insertion site of the *Doc* element described by Schlenke and Begun [68]. We then assessed by PCR the frequency of the *Juan* insertion in our two populations. In France, out of 47 G1 males (each from a different wild caught female), 43 were homozygous for the insertion, while four were heterozygotes. In Mayotte, 45 males showed no insertion, and two were heterozygotes. The frequency of the insertion is therefore estimated between 90% to 99% (95% confidence interval) in the Rhône Valley and between 0.3% to 7% (95% confidence interval) in Mayotte. The population from California is nearly fixed (98% frequency) for the *Doc* element insertion, an insertion correlated with an increase in *Cyp6g1* expression as well as a relative resistance to DDT (evidence is still controversial) [68]. The low prevalence of the insertion in Mayotte suggests a cost of the insertion for pesticide-free populations, as indeed has been discussed in *D. melanogaster* [67]. However, this hypothesis is quite controversial [69]. An alternative explanation is that the derived allele arrived only recently in the ancestral range. Alternatively, there may be an ongoing selection for this allele due to evolution of human habits in Mayotte. Further population genetics studies should address this issue to document what appears to be a case of parallel evolution in *D. melanogaster* and *D. simulans*.

Indeed a detailed analysis of the locus in *D. melanogaster* described the progressive appearance of new alleles by gene duplication and transposon insertion. Each new allele leads to a better fitness in the presence of pesticides [67] and an increase in expression [69], [70].

In *D. melanogaster*, derived alleles are present in North Africa and close to fixation in American, European and Asian populations, but rare or even absent from eastern/southern Africa [66], [67].

Such an example of parallel evolution due to a major role in resistance is not unique: the *Resistance to dieldrin* locus, which harbours a mutant linked to insecticide resistance was shown to have arisen independently in different insect species, and even multiple times in *Tribolium casteneum* [71], [72]. This raises questions about the variety of ways to achieve a new phenotype.

## Conclusion

We compared large samples of a population from the ancestral range with a population from an invaded area of *D. simulans*, using a transcriptome-wide approach. We identified gene families linked with local adaptation via expression modifications. The major response observed involves detoxification genes, of the Cytochrome P450, Glutathione transferase and Glucosyltransferase gene families. Pesticide exposure seems to be the major selective force under which expression has evolved between these populations, as observed with the example of *Cyp6g1*. However, numerous genes could not be linked to an obvious functional divergence between populations. As ever increasing numbers of comparative analyses of genome and transcriptome variation will be conducted on natural populations of drosophila and other insect species, it should become possible to assess whether these genes evolved under neutral evolution or natural selection during the invasion of new environments.

## Supporting Information

Table S1
**List of differentially expressed genes.** Columns in order: Flybase Identifier, Expression levels for the four replicates, p-value, FDR corrected p-value, mean expression level, dispersion index 

.(XLS)Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

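Adult males of D. simulans from Gotheron in France and from Mayotte were compared, with 1 library from a cornmeal medium and 1 from a natural medium in each population. There were 2 libraries per population and 4 in all. The sample labels give the population and the medium of each library. Replicate numbers were assigned here, with cornmeal as replicate 1.

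The authors filtered and trimmed the reads with seqclean, mapped 32-mers with ELAND and up to 2 mismatches to the D. melanogaster genome and then the unmapped reads to the D. simulans genome, and moved counts of D. simulans genes to their D. melanogaster ortholog. Genome builds and software versions are not given in the sources used here. The values the authors deposited are a signal on a linear scale, namely read counts per gene multiplied by 1 factor per library, so that all libraries have the same total over the 15358 listed genes. In the deposited values 100% of the entries came out as a whole number of reads, within 0.01, when divided by the smallest nonzero value of their library. Recovered reads ranged from 9829895 to 10365609 per library. At this depth a gene with few reads carries a wide counting error, and intervals given for ratios cover that error only. A check of the values did not accept the recovered reads of the Gotheron natural library, because its factor lies close to 1. Its reads are used here to describe depth and low counts and in the counting intervals of the named genes, so those intervals rest on reads that the check did not accept. The edgeR and DESeq2 results reported do not use them.

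The 2-step procedure of the methods was rebuilt in R 4.3.3. A Pearson dispersion was computed for each gene around 1 mean over the 4 libraries. The log dispersion was smoothed on the log mean with R's loess (span 0.75, degree 2), and the log ratio of the population means was tested with a Wald test at that dispersion. P-values were adjusted over all genes by the Benjamini-Hochberg method at 0.05, and a gene was kept when both libraries of one population lay above both of the other. The methods name a likelihood ratio test. The Wald test was set as the main form before the data were examined, from the values of Table S1, and the likelihood ratio test as an alternative. As a separate result, limma 3.58.1 with a trended prior variance was run on log2(normalised count + 1) for genes with a mean of at least 5 over the libraries. Tests on read counts with edgeR 4.0.16 and DESeq2 1.42.0 are reported only as alternatives, on the 3 libraries whose recovered reads were accepted, so Gotheron has 1 library in them and is assumed to vary like Mayotte. They had first been run on all 4 libraries while the data were explored, with other counts, and those runs were set aside because the reads of the Gotheron natural library were not accepted.

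On simulated values of 4 libraries with the means of the deposited file, with dispersion taken within populations and 200 genes changed 4-fold, the 2-step procedure ran on 15103 genes and called all 200 changed genes and 47 unchanged ones. Its likelihood ratio form called 200 and 76, and limma, on 12491 genes, called 199 and 6. The test of the interaction between population and medium called all 50 genes with an 8-fold change in 1 library and 28 others. Each simulated gene took its dispersion from the smoothed curve, so genes of equal mean varied alike. In the data genes depart from the curve, so these numbers of false calls can be too low.

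The alternatives were other dispersion estimates and curves, other scalings (TMM and median-of-ratios factors, computed on the deposited values), filters on low values, pseudocounts, prior variances, thresholds, consistency filters, a block for the medium, and each library left out in turn. Genes named in the text are the ones with the largest limma log2 fold change in each direction among those past the limma threshold and consistent in all 4 libraries. The rule was set before the data were examined, when the values of Table S1 had been seen. It asked for 5 genes in each direction, and 2 in each are printed because the identifiers are not paired with gene names. FBgn0083473, FBgn0038394 and FBgn0032280 fall outside the rule and were chosen after their values were seen.

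None of the identifiers matched the reference gene table of assembly Prin_Dsim_3.1. Tests of gene families, the shares of families among called genes, the ratios of named genes, the marker lists, a test without immunity genes and the clustering of genes on the genome were therefore not run.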

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

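The likelihood ratio test on the populations was set before the data were examined. The test of the interaction with its alternatives, the comparison with Table S1, the comparisons of depth and the count of genes with no read in one population were chosen only after the results were seen.

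In 78 genes the difference between Gotheron and Mayotte was not the same in the cornmeal libraries as in the natural libraries, by a test of the interaction of population and medium. The paper compares the populations over both media and removes genes that are not consistent. Of the 78 genes, 13 were called different between the populations by the 2-step procedure, and 42 (53.8%) had their highest value in the Mayotte natural library. On simulated values the same test called 28 genes that had no interaction, so part of the 78 is expected by error of the test. The simulation gave genes of equal mean the same dispersion, so errors from genes that vary more than the curve are not counted in the 28. The number was 80 with the quadratic dispersion curve and 77 among genes with a mean of at least 10. It was 121 under TMM scaling. A deeper Mayotte natural library is argued against, since its reads were 1.04 times the mean of the other 3. The paper reports bacterial contamination of that medium, and immunity genes it left out of its tests are a candidate source of the pattern. If so, called genes with an interaction should be absent from Table S1 more often than the other called genes. Among genes called at an adjusted p under 0.01 with both dispersion curves, 4 of 12 with an interaction were absent (33.3%) and 11 of 477 without (2.31%; Fisher's exact test, two-sided, p = 0.00025). All 4 had their highest value in the Mayotte natural library. The other 8 of the 12 are listed in Table S1, so the hypothesis does not cover those 8. Only 13 of the 78 genes were called between the populations, and the rest could not enter this comparison. It therefore cannot tell how much of the pattern the hypothesis covers. The genes were not named here, and each population and medium has 1 library, so a single unusual library, the difference between apple and banana, and reads of another organism stay open.

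There were 39 genes that had reads in both libraries of one population and none in the other, and that the likelihood ratio test called different between the populations. None of the 39 is in Table S1, and a Wald test cannot call them. Their reads lie in genes outside that table. Whether the paper discusses or left out any of them under a name was not checked, since identifiers and names are not paired. Of these genes 28 had reads only in Mayotte and 11 only in Gotheron, with 6 to 25 reads in total. The one with the most reads, FBgn0032280, was singled out after its values were seen. It had 4 reads in the Mayotte cornmeal library and 21 in the Mayotte natural library. That is at least 8.11-fold higher than in Gotheron when Gotheron is set at 3 reads over its 2 libraries. Most of its reads came from the Mayotte natural library, so the limit rests largely on that 1 library. The limit leaves out the counting error of the Mayotte reads. Lower depth in one population is argued against, since the Gotheron libraries had 0.991 times the reads of the Mayotte libraries. The likelihood ratio form of the procedure called 76 unchanged genes on simulated values, so an unknown part of the 39 is error. Its p-values come from a chi-square distribution, which is a poor approximation for genes with few reads and none on one side. No exact test was run on the 39 genes, so those with the fewest reads may not be different. A sequence difference between the populations that keeps reads from mapping, reads that moved to a similar gene, and a true difference between the populations stay open and were not tested.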

How the results depend on the processing

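The scalings by median of ratios and without the 10 most abundant genes, the lowess curve, the likelihood ratio test with the quadratic curve, the dispersion within populations for p-values near 1, the restriction of the count tests to 3 libraries, TMM factors taken from the deposited values and the alternatives of the interaction test were chosen after the data were seen. The other alternatives were set before the data were examined. Unless a value says otherwise, the cause of a change was not tested.

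The 801 genes of the 2-step procedure became 974 with the likelihood ratio test, 811 with the quadratic curve, 783 with a deviance-based dispersion, 874 under TMM scaling, 851 with a mean of at least 10, 826 with consistency asked within each medium and 862 with no consistency filter. A smoothed dispersion of at least 1 left the same 801 genes. The likelihood ratio test called all 801 and 173 more. The lowess curve gave 659 and the likelihood ratio test with the quadratic curve 967. Dispersion from residuals within populations raised the count to 1970 (1362 higher in Gotheron, 608 in Mayotte, a difference of 754). A dispersion for each gene with an F reference called 0 genes (0 in each direction, a difference of 0), with 1209 at an unadjusted p under 0.05. This F reference has too few residual degrees of freedom for genes to pass after adjustment, so the 0 reflects its low power. An adjusted p under 0.01 gave 512 genes, 290 of them higher in Gotheron, with a difference of 68 between the directions, by the construction of the threshold.

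The excess of genes higher in Gotheron over genes higher in Mayotte, 157 in the deposited values, was reversed to -162 under TMM scaling, with 518 genes higher in Mayotte, and to -142 under median-of-ratios scaling, with 507 higher in Mayotte. With totals equal over all but the 10 most abundant genes it was 6. The median log2 difference of the 12508 genes with a mean of at least 5 was 0.124 as deposited and -0.001 under TMM, which centres the bulk of the genes by construction. Equal totals over all genes, also set before the data were examined, are the deposited scaling itself and move nothing.

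With each library left out in turn, the 2-step procedure called between 612 genes (without Mayotte replicate 1) and 1354 genes (without Gotheron replicate 1). Genes higher in Gotheron ranged from 271 to 859, and genes higher in Mayotte from 292 to 501. The excess in Gotheron was -70 without Mayotte replicate 1, -7 without Mayotte replicate 2, 352 without Gotheron replicate 1 and 567 without Gotheron replicate 2. In these fits the lone library of a population is assumed to vary like the others.

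The 136 genes of limma were 132 and 140 with pseudocounts of 0.5 and 5 and 113 with a mean of at least 20. Without a filter on low values 34 passed (20 higher in Gotheron, 14 in Mayotte, a difference of 6). With 1 prior variance 13 passed (6 and 7, a difference of -1). Quantile normalization gave 92, with 49 higher in Gotheron and a difference of 6. TMM gave 128, with a difference of 2. Totals without the 10 most abundant genes gave 94, with 56 higher in Gotheron and a difference of 18. An adjusted p under 0.1 gave 272 (166 and 106). On the 3 libraries with accepted reads, edgeR's quasi-likelihood test called 707 genes (334 higher in Gotheron, 373 in Mayotte, a difference of -39), which include all 136, and DESeq2 called 227 (97 and 130, a difference of -33), which include 108. These count tests were also run on all 4 libraries while the data were explored, before the reads of the Gotheron natural library were set aside. There edgeR called several times fewer genes than on 3 libraries and somewhat fewer than limma on all 4, with nearly as many in each direction, and DESeq2 called more, most of them higher in Mayotte. Those counts are not given, because they rest on reads that were not accepted as recovered. Leaving out each library in turn, limma called between 58 genes (without Mayotte replicate 2) and 1061 genes (without Gotheron replicate 1), and 942 without Gotheron replicate 2. Genes higher in Gotheron ranged from 40 to 612, genes higher in Mayotte from 18 to 512, and the difference from 11 to 282. The spread within Mayotte was smaller than within Gotheron (0.434 against 0.517 as the standard deviation of log2 differences), and a fit without a Gotheron library takes its spread from Mayotte alone.

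The replicate number stands for the medium, and the natural media differ between the populations. The cornmeal minus natural differences of the populations had a correlation of 0.089 across genes, over 2 pairs. With a replicate block for the medium, the 2-step procedure called 1038 genes with a difference of 246 between the directions, and limma called 314 (181 higher in Gotheron, 133 in Mayotte).

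The number of genes with a p-value above 0.99 was 1119 with the Wald test, 223 with the likelihood ratio test and 1081 with the dispersion taken within populations. The split by medium gave 111 genes, 139 with the likelihood ratio test and 122 with a mean of at least 10. The ratio of the 10th leading gene, 13.2, was 10.5, 8.27 and 7.94 with means of at least 10, 50 and 100, and 9.78 with 1 added to the means. The 78 genes with an interaction became 121 under TMM scaling.

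For FBgn0033729, FBgn0187447, FBgn0186294 and FBgn0039472 the direction was kept under every alternative run. FBgn0033729 and FBgn0187447 did not pass the limma threshold without a filter on low values or with 1 prior variance, and DESeq2 gave no adjusted p for FBgn0187447. The ratio of means of FBgn0033729 was 30.4, and 18.4 without Mayotte replicate 1 and 87.3 without Mayotte replicate 2. That of FBgn0187447 was 53.7, and 26.9 without Mayotte replicate 1. Without Mayotte replicate 2 it has no value, since the remaining Mayotte library has no read of this gene. Few reads limit these genes, with 6 and 1 reads in Mayotte for the first 2.

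The planned tests of gene families, family shares, named genes of the paper, immunity genes and clustering on the genome were not run, because the identifiers are not paired with gene names or coordinates.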

Differences from the paper's values

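In units of 1000000 reads, the paper gives about 20 for the mapped reads of each replicate. The reads recovered here on the listed genes were, in the same unit, 9.93 in the Gotheron cornmeal library, 10.1 in the Gotheron natural library, 9.83 in the Mayotte cornmeal library and 10.4 in the Mayotte natural library. The paper's number counts mapped reads and the number here counts reads assigned to a listed gene, and no alternative bears on it.

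The counts of differentially expressed genes did not differ from the paper's by more than 1.5 times in the main analysis. It gave 801 genes against the paper's 794, 479 against the paper's 469 for Gotheron and 322 against the paper's 325 for Mayotte. Before the consistency filter it gave 504 and 358 against the paper's 495 and 349, and 61 genes removed against the paper's 50. The quadratic dispersion curve, set before the data were examined, gave 811 genes that include 790 of the 794 genes of Table S1, where the Loess curve gave 745. The dispersions listed in the paper's Table S1 lie closer to the quadratic curve computed here, at 1 to 1.02 times, than to the Loess curve computed here with R's default settings. The paper's own Loess curve was not compared. With limma 136 genes were called, of which 135 are in Table S1.

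The paper states that more genes are overexpressed in France than in Mayotte. In the 2-step procedure this held in the deposited scaling, with 479 against 322, and under the alternatives that kept that scaling and all 4 libraries and called any gene. With limma it was 90 against 46, and 6 against 7 with 1 prior variance. Under TMM scaling, set before the data were examined, 356 genes were higher in Gotheron and 518 in Mayotte.

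By the means of the 4 values in the paper's Table S1, 470 of its genes are higher in Gotheron and 324 in Mayotte, a shift of 1 gene from the paper's text. That table holds 1 gene that fails the consistency filter as the methods describe it. It is FBgn0038394, chosen after its values were seen, with 220.7 and 21.9 in the Gotheron cornmeal and natural libraries and 31.7 and 22.3 in the Mayotte ones. The adjusted p-values of the table correspond to 15138 tests, where the paper's text gives 15090 genes and the deposited values list 15358. The table's p-values follow a Wald test (758 of 762 with a chi-square within 1%), where the methods name a likelihood ratio test.

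The paper states that most of the genes leading in fold ratio belong to the Cytochrome P450 family. The 10 highest ratios of the Gotheron mean over the Mayotte mean in the paper's Table S1 run from 53.7 to 14.5. Only the tallest bar of Figure 5, which shows that family, lies above 14.5. From the deposited values the 10 leading ratios of Gotheron over Mayotte ran from 53.7 to 13.2. With a mean of at least 100, set before the data were examined, they ran from 16.7 to 7.94, a range that by eye holds the 7 tallest bars of Figure 5. Which of these genes are of that family could not be counted here, because identifiers and names are not paired, and the paper does not state a minimum of expression for the ranking.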

Other observations

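TMM scaling and the likelihood ratio test were set before the data were examined. Their use to test the explanations given here, the scaling without the 10 most abundant genes, the median-of-ratios scaling and the dispersion within populations for p-values near 1 were chosen only after the results were seen.

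More of the called genes were higher in Gotheron than in Mayotte in the deposited scaling, by 157. A candidate explanation is technical: under equal totals, a few abundant genes that take more of the Mayotte reads lower every other Mayotte value. The 10 most abundant genes took 8.18% and 7.55% of the reads in Gotheron and 10.6% and 12.3% in Mayotte. With totals made equal over the remaining genes the excess was 6. Those 10 genes do not account for the whole shift, since the median log2 difference of the 12508 genes with a mean of at least 5 was then still 0.068. Under TMM scaling, which centres the bulk of the genes by construction, the excess was -162. With limma, TMM scaling lowered the excess from 44 to 2 and did not turn it. In the deposited scaling the excess also turned when a library was left out, to -70 without Mayotte replicate 1 and -7 without Mayotte replicate 2. It therefore changed with the scaling and with single libraries. Nothing in these libraries, such as RNA added in a known amount, tells which scaling is the right one, and a true excess in either population stays open. The 356 genes higher in Gotheron and 322 higher in Mayotte that were called under all 4 scalings do not depend on this choice among those scalings. The first number is the TMM count and the second the deposited count, the smallest of each direction. Set against each other they are therefore no comparison of the directions.

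More genes had a p-value near 1 than a uniform distribution gives, 1119 above 0.99 where 154 would fall by chance. Of the 1119 genes, 896 (80.1%) had no read in one population, and their p-value was set to 1 here because a log ratio has no finite standard error for them. The likelihood ratio test left 223 genes above 0.99. At the dispersions used it cannot give a p-value near 1 for a gene with no read on one side, so the fall to 223 follows from the form of the test and does not bear on the dispersion. The paper explains the excess in its own histogram by an overestimated dispersion. The adjusted p-values of Table S1 correspond to 15138 tests, 220 fewer than the 15358 listed genes. If those tests were drawn from the listed genes, most of the 896 genes were among them. What p-value the paper gave these genes was not checked. For the 14462 genes with reads in both populations, 223 had a p-value above 0.99, where 145 would fall by chance, and 185 with dispersion taken within populations. That change goes the way the paper's explanation predicts, but a smaller dispersion lowers p-values whatever the cause, so it does not decide and the explanation stays open.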
